# Epithelial Cells in 2D and 3D Cultures Exhibit Large Differences in Higher-order Genomic Interactions

**DOI:** 10.1016/j.gpb.2020.06.017

**Published:** 2021-02-23

**Authors:** Xin Liu, Qiu Sun, Qi Wang, Chuansheng Hu, Xuecheng Chen, Hua Li, Daniel M. Czajkowsky, Zhifeng Shao

**Keywords:** 3D culture, *In situ* Hi-C, Chromosome conformation, Compartment, TAD

## Abstract

Recent studies have characterized the genomic structures of many eukaryotic cells, often focusing on their relation to gene expression. However, these studies have largely investigated cells grown in 2D cultures, although the transcriptomes of 3D-cultured cells are generally closer to their *in vivo* phenotypes. To examine the effects of spatial constraints on **chromosome conformation**, we investigated the genomic architecture of mouse hepatocytes grown in 2D and **3D cultures** using ***in situ* Hi-C**. Our results reveal significant differences in higher-order genomic interactions, notably in **compartment** identity and strength as well as in topologically associating domain (**TAD**)–TAD interactions, but only minor differences are found at the TAD level. Our RNA-seq analysis reveals an up-regulated expression of genes involved in physiological hepatocyte functions in the 3D-cultured cells. These genes are associated with a subset of structural changes, suggesting that differences in genomic structure are critically important for transcriptional regulation. However, there are also many structural differences that are not directly associated with changes in gene expression, whose cause remains to be determined. Overall, our results indicate that growth in 3D significantly alters higher-order genomic interactions, which may be consequential for a subset of genes that are important for the physiological functioning of the cell.

## Introduction

The importance of genome structure on the functioning of the genome has now been well established [1], [2], [3], [4], [5]. In recent years, perhaps foremost among the methods used to this end are those based on the chromosome conformation capture techniques, most notably *in situ* Hi-C [6]. Such work has revealed a hierarchy of structural features, from locally compact, so-called topologically associating domains (TADs) to more distant TAD–TAD interactions, including broad multi-megabase regions called compartments that are designated as A or B, associated with transcriptionally active or inactive chromatin [7], [8]. Although the underlying mechanisms driving the formation of both TADs and compartments are still incompletely understood, their conservation among different cell types and across species suggests that they constitute fundamental components of the eukaryotic genome architecture [4], [9], [10].

One of the major focuses of previous work has been the determination of the relationship between the genome structure and gene expression [11], [12], [13], [14]. Indeed, there have been well-described changes at both the TAD and compartment levels that are significantly related to the transcriptional statuses of genes contained therein [15], [16], [17]. Still, there are recent examples of clear differences in gene expression with no detectable changes in the corresponding Hi-C data [18], [19], indicating that there can be more complex determinants of the genome structure than just the transcriptional status.

However, to date, almost all of these studies have focused on the genome structures of cultured cells, either immunological cells grown in suspension or, more commonly, adherent cells grown in two-dimensional (2D) cultures [6], [20], [21], [22]. Such systems are unquestionably powerful to identify biologically important proteins as well as the functions of these proteins in regulating chromosome structure. However, there is still the question of whether or not the overall structures of the genomes in the adherent cells as determined by 2D cultures are applicable to their *in vivo* counterparts. Cells within tissues contact other cells and extracellular matrix components in three dimensions (3D), which can affect gene expression and chromatin conformation [23].

In this regard, there are now well-established methods for culturing cells in 3D [24], [25], [26], and indeed the 3D-cultured cells exhibit transcriptomes and cellular behaviors that are more typical of cells within their physiological environment [27], [28], [29]. The overall cell shape and the nuclear shape of cells grown in 3D are also often significantly different from the same type of cells grown in 2D [30], [31]. Such differences in nuclear shape, in particular, suggest that there are likewise differences in the interactions between whole chromosomes, if not also in the structural details at the sub-chromosomal level. However, the nature of these differences and their relation to differences in transcription have not been well examined. In fact, to our knowledge, the only published Hi-C study which focused on characterizing the differences in genome structure between cells grown in 2D and 3D examined fibroblast cells [30], whose nuclear shape only differs marginally when grown in 2D or 3D (15% change in volume; see Figure S2 in [30]). This work indeed identified differences in genome structure, although at a relatively low resolution of 1 Mb, which is too low to resolve the majority of TADs (median length 185 kb [6]). However, the generality of these results, especially to cells of an epithelial origin, and details of the changes in genomic structure more locally have not yet been elucidated. Moreover, how these changes in genome structure between cells cultured in 2D and 3D relate to the changes in gene expression is also poorly documented.

Here, we examined the genome structures of mouse hepatocytes cultured under 2D and 3D conditions and their relation to gene expression using RNA sequencing (RNA-seq) and *in situ* Hi-C (at a resolution of 40 kb). Overall, we find that the 3D conformation of the genome is clearly different from the 2D conformation but, unexpectedly, only in terms of higher-order interactions, not at the local TAD-level. Nonetheless, a subset of the structural changes in the 3D-cultured cells is associated with the up-regulation of genes that are involved in typical functions of hepatocytes. Thus, growth dimension indeed influences not only cell behavior and transcriptome but also the genome structure, which appears to play a role in effectuating the physiological phenotype of the cell.

## Results

### *In situ* Hi-C of hepatocytes cultured under 2D and 3D conditions

To investigate the effects of growth dimension on cell growth, we performed *in situ* Hi-C on alpha mouse liver 12 (AML12) cells, a mouse hepatocyte cell line, grown in either 2D or 3D conditions (Figure 1A). 

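In situ Hi-C crosslinks chromatin, digests it inside the nucleus with the restriction enzyme MboI, ligates the ends that lie close together and sequences the junctions, so that each valid read pair records a contact between 2 genomic positions. The AML12 line is an immortalized mouse hepatocyte line. Libraries were made from 2 biological replicates of the 2D-cultured cells and 2 of the 3D-cultured cells, and all cells had been exposed to 1 mM hydroxyurea, for 24 h in 2D and for 36 h in 3D. The paper's Table S1 gives 71150669 and 79839596 valid read pairs for the 2 replicates of the 2D-cultured cells, and 67886977 and 61468717 for those of the 3D-cultured cells. Summed over the replicates, the paper's numbers of contacts within chromosomes are 102898171 in 2D and 74250707 in 3D, a ratio of 0.722. The data analysed here are the TADs that the authors called and deposited, as 1 list per culture. The authors mapped the reads to mm10 with Bowtie 2 (version 2.2.9), kept pairs with a mapping quality above 30, combined the replicates, normalized the 40 kb contact matrices with ICE and set the total contacts of each chromosome to the same depth in both cultures. They then called the TADs with Armatus (version 1.0) at a gamma of 0.8, the parameter that sets the scale of the domains. Each entry of a list is a chromosome, a start and an end on a grid of 40 kb bins, with no score and no read count, so the depth behind a single TAD is unknown. Both lists cover chromosomes 1 to 19 and X. Because the replicates were combined before the TADs were called, there is 1 list per culture and no spread between replicates. The values are therefore given without a replicate error, and no p-value was computed across TADs, which are not replicates of a culture. Intervals given for shares are 95% Wilson binomial intervals and cover counting error only. In the lists, a border was taken as each distinct start or end of a TAD, and a border was called shared when the other list had a border within 40 kb, which is 1 bin. The chance level was measured by rotating 1 list around each chromosome by a random distance, 1000 times.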

For the latter, cells were grown in Matrigel-embedded 3D cultures, which contain extracellular matrix components that are important regulators of normal homeostasis and tissue phenotype [32], [33]. Since chromatin structures are known to change significantly during the cell cycle [34], we arrested the cells grown under both conditions at the G1/S boundary using hydroxyurea, an inhibitor of DNA replication [35]. The G1/S state of these cells was confirmed using flow cytometry (Figure S1A).

**Figure 1:**
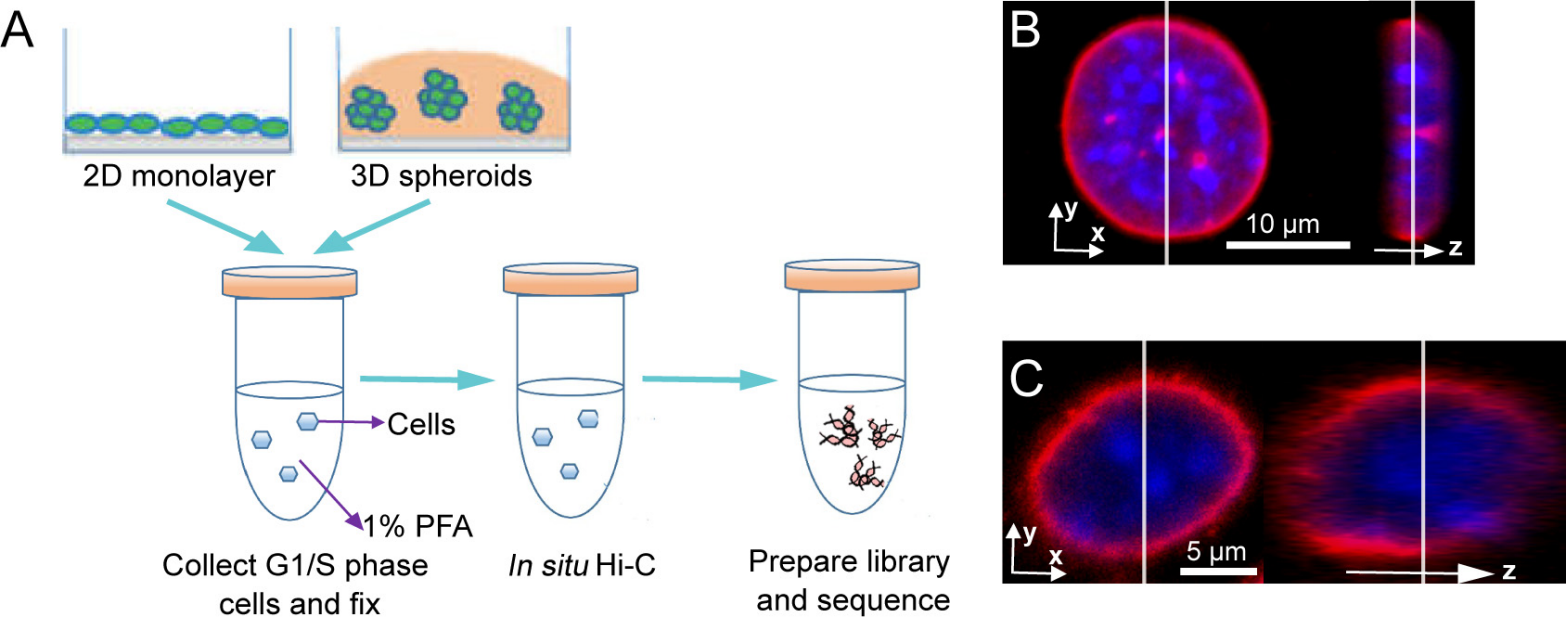
**Overview of the experiment** **A.** Workflow of the experiment. **B.** and **C.** Confocal microscopy images of the 2D-cultured (B) and 3D-cultured (C) mouse AML12 hepatocytes stained with DAPI (blue) and fluorescent antibodies for lamina B (red). PFA, paraformaldehyde.

Consistent with previous reports, we found that the morphological features of the cells were significantly different when grown in 2D or 3D [36]. In particular, while the 2D-cultured cells grew as a single layer, the 3D-cultured cells grew as many individual 3D spheroids with extensive and multiple contacts between the cells (Figure S1B and C). Moreover, the overall cell shape and the nuclear shape of the 2D-cultured cells were significantly different from those of the 3D-cultured cells (Figure 1B and C, Figure S1D and E). Quantitatively, we found that the mean volume of the nuclei of the 2D-cultured cells was nearly twice that of the 3D-cultured cells (875 ± 71 μm^3^ and 362 ± 35 μm^3^, respectively). Such a difference was much more significant than that previously observed in fibroblast cells [30]. Owing to the influence of volume on the T4 DNA ligase efficiency, we adjusted the experimental conditions to optimize the ligation efficiency for Hi-C under our conditions (Figure S1F; see Materials and methods for details).

### Overview of the chromatin organization of hepatocytes cultured in 2D and 3D

After sequencing the Hi-C libraries, we generated 214 million and 156 million raw reads, yielding 71 million and 68 million valid paired-end reads after all filtration steps, of the 2D- and 3D-cultured cells, respectively, following a previously described protocol [37]. To evaluate the reliability of our data, we examined a biological replicate for each culture condition, and generated 195 million and 143 million raw reads which finally yielded 80 million and 61 million valid paired-end reads of the 2D- and 3D-cultured cells, respectively (Table S1). Both cultured cells were highly correlated with their corresponding biological replicate with the stratum-adjusted correlation coefficient (SCC) of 0.98 for 2D and 0.97 for 3D, determined using HiCRep [38] (Figure S2A–C; Table S1). Furthermore, a principal component analysis (PCA) of the individual biological replicates also confirmed their high degree of similarity (Figure S2D). Consequently, we combined both of these datasets for our subsequent analyses, obtaining 151 million and 129 million paired-end reads for the 2D- and 3D-cultured cells, respectively, with an estimated highest map resolution of 40 kb for both [6].

Inspection of the Hi-C heatmaps of these cells revealed clear differences in genomic structure at a longer-length scale (Figure 2A, Figure S2E and F). However, at the highest resolution of 40 kb, the heatmaps in close proximity to the diagonal (reflecting local interactions such as TADs), were virtually indistinguishable (Figure 2A). Consistent with this observation, the Hi-C datasets at this resolution were highly correlated (Figure 2B; SCC = 0.92).

**Figure 2:**
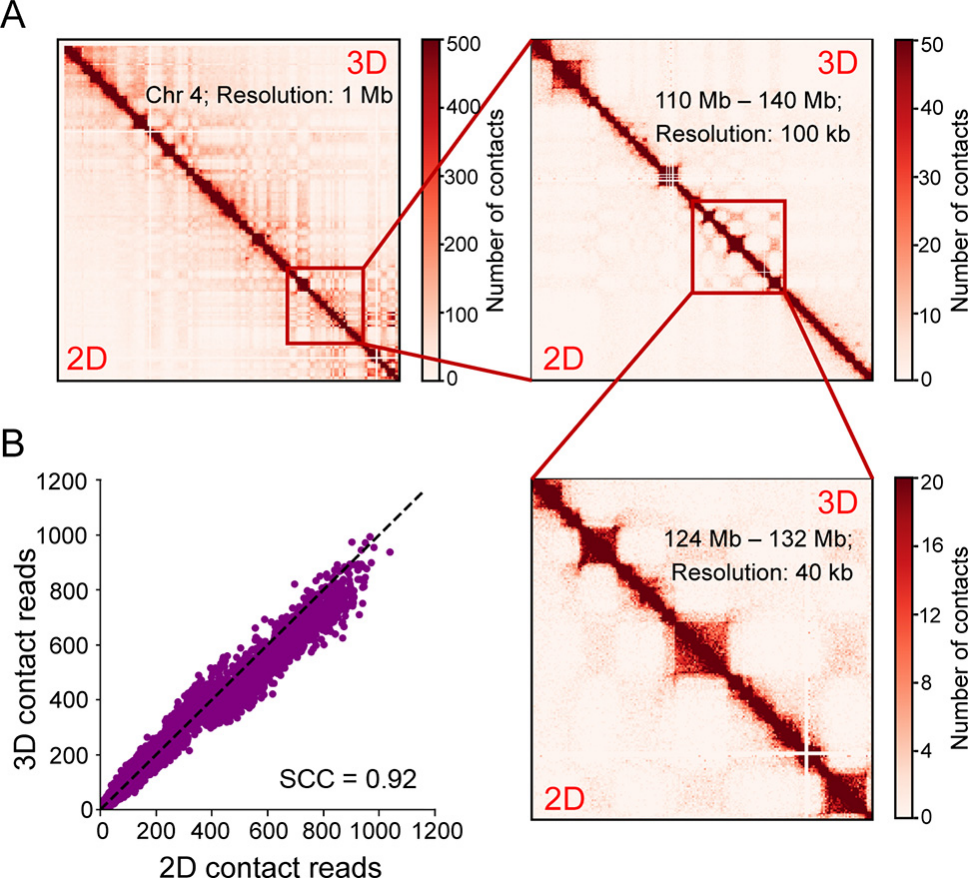
**Hi-C measurements of the 2D- and 3D-cultured AML12 cells** **A.** Heatmaps with increasing resolution as indicated. **B.** Comparison of the contact reads per 40 kb bin. SCC, stratum-adjusted correlation coefficient.

### Comparative examination of the genome structures at the TAD level

We annotated both datasets using the Armatus software [39], and identified a similar number of TADs in both cases (4467 and 4355 TADs in the 2D- and 3D-cultured cells, respectively). 

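The 2D list held 4467 TADs and the 3D list 4355, a difference of 112 TADs. The number of TADs was lower in 3D on 15 of the 20 chromosomes, higher on 4 (chromosomes 7, 10, 17 and X) and equal on chromosome 14. The largest loss was on chromosome 11, where 266 TADs in 2D stood against 247 in 3D. Chromosome X had the largest gain, from 246 to 261 TADs, a change of 6.10% (-3.69 to 16.3% when its windows of 2 Mb were resampled), while the change on single autosomes lay between -7.14% and 1.20%. From the first TAD start to the last TAD end of each chromosome, summing to 2563 Mb, the TADs covered 89.3% of the sequence in 2D and 92.1% in 3D. The same span was used for both lists. Nearly all of the rest lay in unassigned intervals between TADs, which added up to 275 Mb in 2D and 202 Mb in 3D. With TADs of at least 200 kb only, the order of the cultures was reversed, with 2774 TADs in 2D and 3004 in 3D. There was no replicate list against which the difference of 112 TADs could be set.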

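TADs of the 2D-cultured cells measured from 120 to 5720 kb, with a median of 240 kb (95% interval of the median from order statistics, 240 to 240 kb) and quartiles of 160 and 480 kb. In the 3D-cultured cells they measured from 120 to 5960 kb, with a median of 280 kb (interval 240 to 280 kb) and quartiles of 160 and 520 kb. The medians thus lay 1 bin of 40 kb apart, and the intervals met at 240 kb. By chromosome, the median was larger in 3D on 15, equal on 5 and smaller on 0. The mean size was 512 kb in 2D and 542 kb in 3D, with an SD across TADs of 719 and 747 kb. The lists differed most among the smallest TADs. There were 1014 TADs of 120 kb in 2D and 771 in 3D, and 679 TADs of 160 kb in 2D against 580 in 3D. Between 280 and 600 kb the order was the opposite, with 1049 TADs in 2D and 1272 in 3D, and above 600 kb the counts were 900 and 914. When TADs under 200 kb were left out, the median was 400 kb in 2D and 360 kb in 3D, each with an interval of 360 to 400 kb. The larger median of the 3D list was thus not kept without the smallest TADs, and the reversed difference lay within the intervals. The longest TAD in 2D extended from 59200001 to 64920000 on chromosome 12 (mm10) and contained 4 protein-coding genes. In 3D, 2 TADs shared the longest size, and 1 of them extended from 78640001 to 84600000 on chromosome 16 and contained 5 protein-coding genes.

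**Figure D1:**
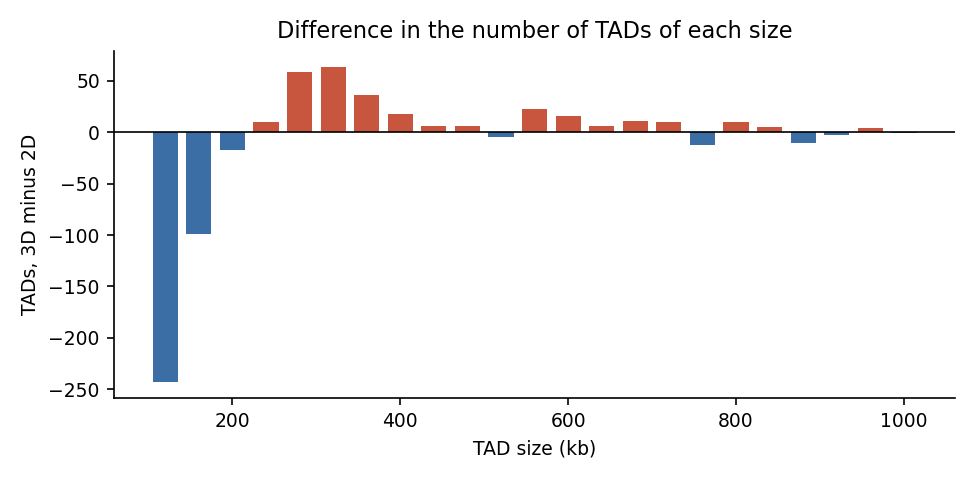
Number of TADs in the 3D list minus the number in the 2D list, for each TAD size in kb from 120 to 1000 kb. Bars below 0 (blue) are sizes with more TADs in 2D, and the longest of them is the 243 TADs by which 2D exceeded 3D at 120 kb; bars above 0 (red) are sizes with more TADs in 3D, the highest being 64 TADs at 320 kb.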

The size range and the median size of the identified TADs were also highly consistent under both conditions (median length: 240 kb for the 2D-cultured cells and 280 kb for the 3D-cultured cells; Figure 3A; Table S2). These values are also roughly similar to those of earlier studies of other 2D-cultured cells [6], [8], [40]. Strikingly, the vast majority (>90%) of the TAD borders of these cells overlapped within the limits of our resolution (Figure 3B). Thus, at the TAD level, the genome structures of these hepatocytes are not significantly influenced by the cell culture growth dimension.

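The TADs had 6056 distinct borders in 2D and 5563 in 3D. Within 40 kb, 4958 of the 2D borders had a border of the 3D list, which is 81.9% (interval 80.9 to 82.8%), and 4903 of the 3D borders had a border of the 2D list, which is 88.1% (87.3 to 89.0%). This left 1098 borders of the 2D list and 660 of the 3D list without a counterpart. At exactly the same position lay 3884 borders, 64.1% of the 2D list and 69.8% of the 3D list. Within 80 kb, the share was 89.1% of the 2D borders and 93.9% of the 3D borders. Of the alternatives, requiring the same position moved the 2D share most, and counting only positions where 2 TADs meet moved the 3D share most. Randomly rotated lists shared 24.9% of the 2D borders within 40 kb (range of the middle 95% of rotations, 23.7 to 26.4%) and 27.0% of the 3D borders (25.7 to 28.6%), so the observed shares lay far above the chance range. With only positions where 2 TADs meet counted as borders, the order of the cultures was reversed, with 74.8% in 2D and 68.4% in 3D. It was also reversed for borders of TADs of at least 200 kb, with 82.5% and 80.6%. In both settings the number of shared borders was nearly the same from either side (2154 in each, and 3589 and 3584). The order of the shares there only reflects which list held more borders. Among chromosomes, the share of 2D borders was lowest on chromosome X at 75.2% and highest on chromosome 9 at 86.2%. The share of 3D borders was also lowest on chromosome X, at 73.8% (69.1 to 78.0%), and highest on chromosome 12 at 92.6% (88.4 to 95.3%).

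**Figure D2:**
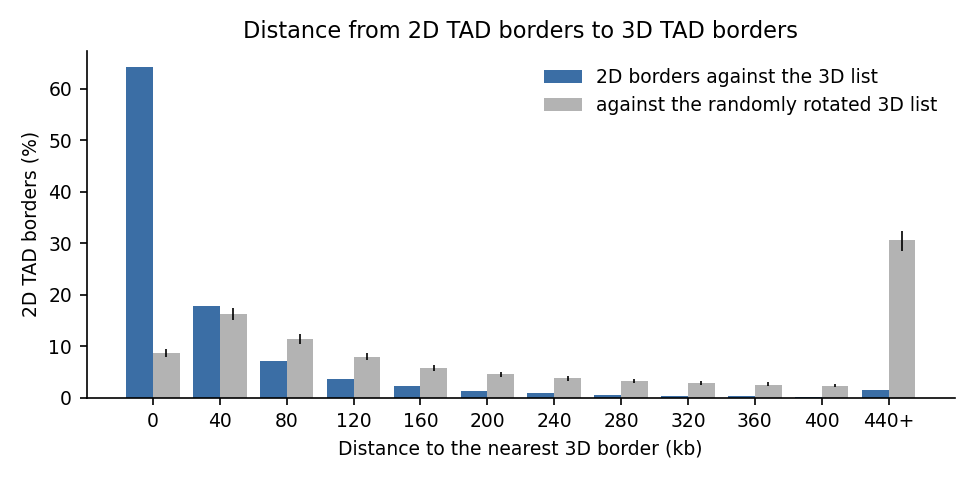
Percent of the 2D TAD borders at each distance in kb from the nearest 3D TAD border (blue), and the mean over 1000 random rotations of the 3D list (grey, with the range of the middle 95% of rotations as error bars); the last class holds distances of 440 kb and more. At 0 kb the observed share was 64.1% and the share in rotated lists 8.70%.

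**Figure D3:**
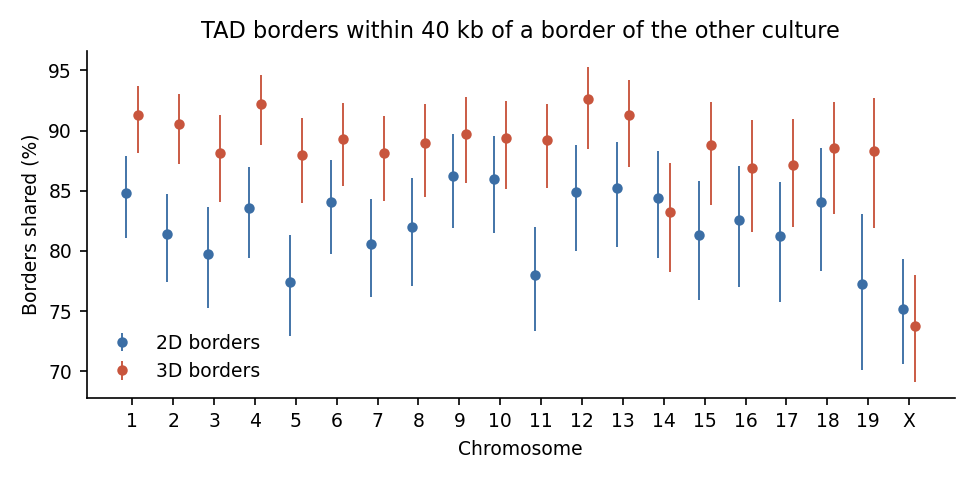
Percent of the TAD borders of each chromosome that lie within 40 kb of a border of the other culture, for 2D borders (blue) and 3D borders (red), with 95% Wilson intervals; the vertical axis does not start at 0. The 3D share was above the 2D share on 18 chromosomes, the exceptions being 14 and X.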

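Whole TADs were compared by requiring both ends to lie within 40 kb of both ends of 1 TAD in the other culture. This held for 2951 TADs, which are 66.1% of the 2D list (64.7 to 67.4%) and 67.8% of the 3D list (66.4 to 69.1%), against 4.34% and 4.47% in rotated lists. Identical start and end were found for 2066 TADs. A reciprocal overlap of at least 50% of each TAD gave the highest shares, 82.9% of the 2D list and 84.7% of the 3D list. The smallest TADs of the 2D list had a counterpart least often, 49.4% (46.3 to 52.5%) at 120 kb against 76.4% (73.7 to 78.8%) between 280 and 600 kb. In the other direction, 63.4% (60.0 to 66.7%) of the 3D TADs of 120 kb had a counterpart in 2D. Between 280 and 600 kb the share of 3D TADs was 65.5% (62.8 to 68.0%), with overlapping intervals. In the 3D list, 189 TADs spanned at least 2 TADs of the 2D list, with outer ends within 40 kb, and 27 of these spanned 3 or more. Only 64 TADs of the 2D list spanned at least 2 TADs of the 3D list. Rotated lists gave 99.4 such TADs in 3D (81 to 119) and 81.2 in 2D (64 to 99). The 3D TAD that spanned the most 2D TADs lay on chromosome 2 from 3320001 to 4880000 and covered 6 TADs of the 2D list. The most that a 2D TAD spanned was 3 TADs of the 3D list, the first of 7 such TADs lying on chromosome 2 from 14160001 to 15040000. The paper concludes that growth in 2D or 3D does not significantly influence the genome structure of these hepatocytes at the TAD level. It bases this on the similar number and size of the TADs and on an overlap of more than 90% of their borders. That overlap is higher than the shares found here within 40 kb. The paper also found the 40 kb heatmaps hard to tell apart near the diagonal, and the maps of the cultures highly correlated.

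**Figure D4:**
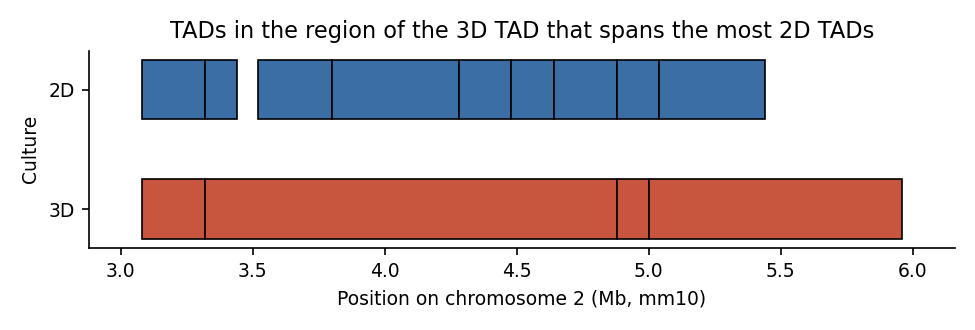
TADs of the 2D list (blue) and of the 3D list (red) along chromosome 2, with the position in Mb on the horizontal axis; each box is 1 TAD and a blank between boxes is unassigned. The 3D TAD from 3320001 to 4880000, 1560 kb long, lies under 6 TADs of the 2D list.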

**Figure 3:**
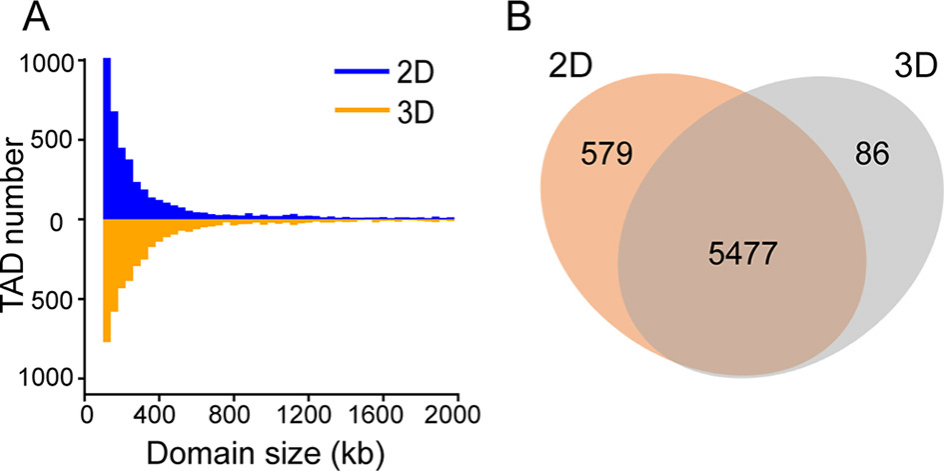
**Characterization of the TAD-level features of the 2D- and 3D-cultured cells** **A.** Size distribution of the TADs annotated from the 40 kb resolution maps. **B.** Venn diagram of the TAD borders of the 2D- and 3D-cultured cells. TAD, topologically associating domain.

### Characterization of the genome structures at the compartment level

Since higher-order interactions are also an important aspect of chromosome conformation with functional consequences [41], [42], we further characterized the composition of the A/B compartments of the genomes under 2D and 3D conditions (Figure 4A; Table S3). As shown in Figure 4B, significant differences are apparent at this level, most notably in the compartment type and the magnitude of intra-compartment contact frequency.

**Figure 4:**
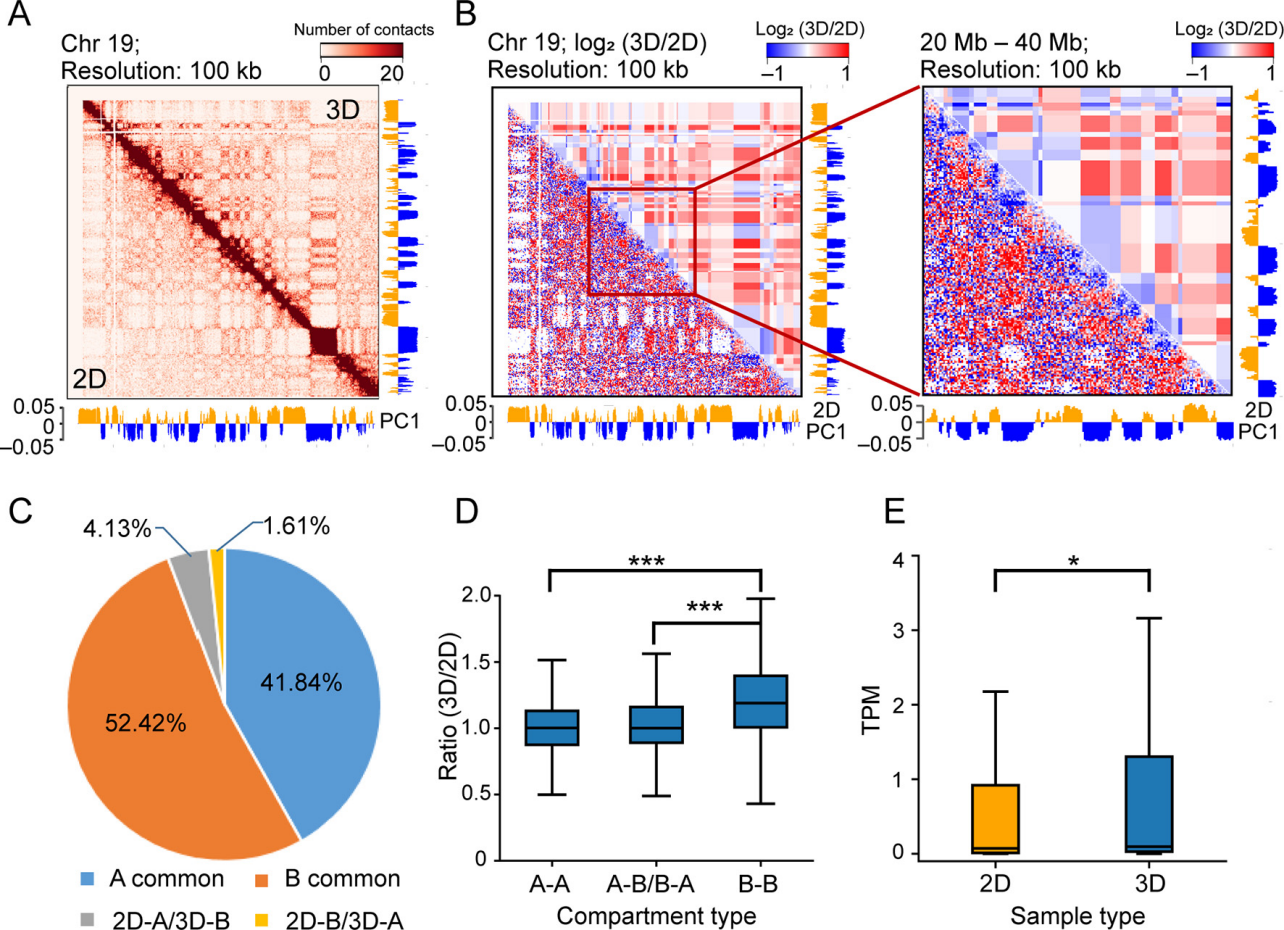
**Comparison of the compartment differences between the 2D- and 3D-cultured cells** **A.** A typical example of a heatmap at the 100 kb resolution, together with the calculated PC1 values used to identify compartments. **B.** Example of the differences in contacts within the compartments. Red and blue represent higher and lower contact frequencies in the 3D-cultured cells, respectively, compared to the 2D-cultured cells. **C.** Pie chart showing the percentages of compartments of a different type between 2D- and 3D-cultured cells. The compartments that have changed types are described according to their designation in the 2D-cultured cells (A or B) changing to that in the 3D-cultured cells (B or A). **D.** Box plot showing the changes in intra-compartment contacts between 2D- and 3D-cultured cells. **E.** Box plot showing the expression changes for genes that are in a B compartment in the 2D-cultured cells but in an A compartment in the 3D-cultured cells. *, *P* < 0.05; ***, *P* < 0.001 (Wilcoxon rank sum test). PC1, first principal component; TPM, transcripts per million.

In particular, we found that 1490 compartments (∼ 6% of all compartments; determined at a 100 kb resolution) are of a different type between the 2D- and 3D-cultured cells (Figure 4C). Since this difference is markedly higher than those between biological replicates (*P* = 1.25 × 10^−198^, Chi-squared test) (Figure S3A and B), the different organization between two conditions is not only significant but also likely consequential. Interestingly, most of these differences (∼ 72%) reflect regions that are A compartments in the 2D-cultured cells but are B compartments in the 3D-cultured cells.

As for the differences in the magnitude of intra-compartment contact frequency, we found a difference between the A and B compartments. Of all the possible combinations (A-A, A-B/B-A, and B-B) in the 2D/3D-cultured cells, only the B compartments that are in common between 2D- and 3D-cultured cells (B-B) differed in interaction strength, with those of the 3D-cultured cells exhibiting a greater level of intra-compartment contacts than those of the 2D-cultured cells (Figure 4D; Figure S3C). Consistent with this result, there was also a significantly enriched level of inter-TAD contacts, specifically within the B compartments (Figure S4A and B). These results were also observed when we first normalized the 2D and 3D data jointly (Figure S5), indicating that these results were not caused by technical, condition-specific biases in these samples [43]. Thus, while these genomes were essentially identical at a local TAD level, there were considerable differences at the higher-order scale, especially within the B compartments that were in common between 2D- and 3D-cultured cells.

### Comparison between transcriptional and genomic structural changes

Based on the commonly observed relationship between transcription levels and genomic structures, particularly at the TAD level, and the high similarity of genomic structures at the TAD level described above, we expected that there might be only a few expression differences between the 2D- and 3D-cultured cells. To verify this hypothesis, we performed an RNA-seq analysis of the cells grown in 2D and 3D in parallel. Contrary to our expectation, more than a thousand genes exhibited significantly different expression in the 3D-cultured cells, including 674 up-regulated genes and 592 down-regulated genes, when compared to the 2D-cultured cells (*P* < 0.05, |log_2_ fold change| > 2). Interestingly, Gene Ontology (GO) analysis showed that the genes that were up-regulated in the 3D-cultured cells were enriched in the terms related to the physiological functions of the hepatocytes (particularly metabolic functions) (Figure S6A; Table S4), in agreement with common expectations [44], [45], [46]. Notably, these genes were not preferentially up-regulated in the 3D-cultured fibroblast cells compared with those cultured in 2D [30].

To examine the possible relationship between gene expression levels and genomic structures at the TAD level, we investigated the expression differences of the genes in the TADs which were shared by the 2D- and 3D-cultured cells but had different contact frequencies. However, we found no significant difference in the expression of the genes in these TADs in the 2D- and 3D-cultured cells (Figure S7A and B).

A similar analysis at the compartment level, however, showed significant differential gene expression within the compartments which were B-type in the 2D-cultured cells but A-type in the 3D-cultured cells (2D-B/3D-A; *P* < 0.05, Wilcoxon rank sum test; Figure 4E). Notably, there was an enrichment of genes that were up-regulated in the 2D-B/3D-A compartments of the 3D-cultured cells, and these genes were associated with the physiological functions of hepatocytes (Figure S6B and C; Table S5). However, examination for the correlation between transcriptional changes and other compartment-level features (*i.e.*, A common, B common, and 2D-A/3D-B) did not identify any enrichment of genes with differential expression (Figure S8A–C). Nonetheless, the up-regulation of the genes associated with the physiological functions of hepatocytes in the 3D-cultured cells appeared to be related to the changes in the compartment-level genomic structures of these cells (Figure S9).

## Discussion

In this study, we investigated the genomic structure and the transcriptome of hepatocytes cultured under 2D and 3D conditions, and examined whether these structural differences correlate with changes in gene expression. This first comparison of the genomic structures of cells grown under these different conditions at the sub-TAD resolution reveals several features of chromosome architecture, particularly with regard to its relationship with gene expression.

First, we find that, at the local TAD level, the architecture of the genomes of the 2D- and 3D-cultured cells is highly similar despite the differences in their transcriptomes. Although the underlying mechanisms driving the formation of TADs are still being uncovered, our observations clearly indicate that they are not exquisitely sensitive to the growth dimension of the cells or to the profound differences in nuclear shape or volume we observed. Furthermore, the absence of any significant correlation between TAD-level structures and the differences in gene expression between 2D- and 3D-cultured cells also indicates that these mechanisms are not highly dependent on, or related to, the transcriptional statuses of genes contained therein. Recent studies have also described a lack of close correlation between changed transcriptomes and differences in Hi-C data at the TAD level [19], [47], [48]. Whether this reflects a change in histone modifications within an essentially similar genomic structure [20], [49], [50], [51] or other mechanisms requires further investigation.

Second, we observe significant differences between 2D- and 3D-cultured cells in higher-order interactions, from TAD–TAD interactions to entire compartments. Some of these differences are associated with differential gene expression between two culture conditions. Furthermore, the correlation between the up-regulation of genes involved in physiological hepatocyte functions in the 3D-cultured cells and the change of genome structure from a B (inactive) compartment in the 2D-cultured cells to an A (active) compartment in the 3D-cultured cells, strongly suggests that some of these structural changes are required to effectuate the more physiological phenotype of the 3D-cultured cells. However, the identification of many structural changes that are not correlated with the changed gene expression suggests that these structural changes could play roles other than gene regulation, an observation that is becoming better appreciated [18], [19], [52].

In conclusion, our work demonstrates the importance of characterizing the genome structure of cells grown under conditions that yield a more physiological phenotype. The genome structure is fundamentally different in cells grown under 2D and 3D conditions, and this difference appears to be consequential to the physiological functioning of the cells. While the ideal sample to investigate are cells within their native tissue, our work shows that culturing cells in 3D provides a readily attainable and highly effective system for this purpose.

## Materials and methods

### Cell culture, synchronization, and crosslinking

AML12 cells (Stem Cell Bank, Chinese Academy of Sciences, Shanghai, China) were cultured in a mix of Dulbecco’s modified Eagle’s medium and Ham’s F12 medium (1:1) containing 10% fetal calf serum and supplied with 1× ITS liquid media supplement [10 μg/ml recombinant human insulin, 5.5 μg/ml human transferrin (substantially iron-free), 5 ng/ml sodium selenite (Catalog No. I3146, Sigma-Aldrich, St. Louis, MO), 40 ng/ml dexamethasone (Catalog No. D4902, Sigma-Aldrich), 100 U/ml penicillin–streptomycin (Catalog No. 11548876, Gibco, Carlsbad, CA)] at 37 °C for 48 h. Then, the cells were dissociated with 0.25% trypsin to suspend them for re-plating. For the 2D cultures, cells were re-plated in 10-cm dishes. For the 3D cultures, cells were grown in Matrigel-embedded 3D cultures in 10-cm dishes. When the cells in the 2D cultures were 50% confluent and the cells in the 3D cultures had grown for 24 h, 1 mM hydroxyurea was added to the medium for 24-h [53] and 36-h incubations for 2D and 3D conditions, respectively. This difference in incubation time with hydroxyurea was chosen owing to the differences in cell-cycle time under these culture conditions. The 2D-cultured cells were cross-linked directly, and then detached from the Petri dish with 1% paraformaldehyde (PFA) for 4 h at 17 °C while mixing in the Petri dish. The PFA was quenched with glycine at a final concentration of 0.125 M for 15 min at room temperature while mixing. The intact spheroids of the 3D-cultured cells were collected with the Cell Recovery Solution (Catalog No. 354253, Corning, NY), and then fixed following the same procedure used for 2D-cultured cells. The cross-linked cells were pelleted by centrifugation, washed with ice-cold PBS, flash-frozen in liquid nitrogen, and finally stored at −80 °C until the preparation of the *in situ* Hi-C libraries.

### Immunofluorescence

For the Lamin B1 staining, the cells were first fixed with 4% PFA at room temperature for 10 min, followed by PFA quenching with glycine at a final concentration of 50 mM. Subsequently, the cells were washed three times with PBS, permeabilized with 0.5% Triton X-100 for 10 min, and then blocked with 5% BSA to reduce non-specific binding. Next, the cells were incubated with the primary antibody, anti-Lamin B1 (1:200; Catalog No. ab16048, Abcam, Cambridge, UK), overnight at 4 °C. The cells were then washed three times with PBS and incubated with the secondary antibody, Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 568 (1:200; Catalog No. A10042, ThermoFisher Scientific, Waltham, MA) for 1 h at room temperature. Finally, the nuclei were stained with DAPI (1 μg/ml). For staining of the plasma membrane, the sample was fixed, permeabilized, and blocked as previously described, and then incubated with Wheat Germ Agglutinin, Alexa Fluor 555 conjugate (1:200; Catalog No. W32464, ThermoFisher Scientific) for 30 min at room temperature. All imaging was performed with confocal fluorescence microscopy (A1Si, Nikon, Japan) at a scan speed of 1/4 frames/s.

### Hi-C library preparation

The cells were thawed on ice and re-suspended into ice-cold lysis buffer [10 mM Tris-HCl pH 8.0, 10 mM NaCl, 0.2% Triton X-100, 1/100 volume of the proteinase inhibitor cocktail (Catalog No. P8340, Sigma-Aldrich)]. Following incubation on ice for 30 min, the nuclei were pelleted and washed with ice-cold lysis buffer. After washing with 1.2× cutsmart buffer (Catalog No. B7204, NEB, Ipswich, MA), the nuclei were re-suspended with 1.2× cutsmart buffer supplemented with 0.1% SDS and incubated for 1 h at 65 °C. After, the nuclei were incubated with 1% Triton X-100 for 15 min at 37 °C, and then digested overnight at 37 °C with 100 U of restriction endonuclease *Mbo*I (5 U/μl; Catalog No. R0147, NEB) with slow rotation.

The nuclei were pelleted and washed twice with 1× NEBuffer 2 (Catalog No. B7002, NEB). The nuclei were then re-suspended with 1× NEBuffer 2 containing 0.015 mM dCTP, 0.015 mM dGTP, 0.015 mM dTTP, 0.015 mM biotin-14-dATP, and 5 U of Klenow enzyme (Catalog No. M0210, NEB). The mixture was incubated at 37 °C for 2 h with slow rotation. Next, the nuclei were harvested and re-suspended in the ligation master mix [1× T4 ligase buffer (NEB), 0.1 mg/ml BSA, 40 U/μl of T4 ligase (Catalog No. B0202, NEB) in ddH_2_O], followed by incubation at 25 °C for 4 h and 16 °C for 8 h. The crosslinking was then reversed by incubating overnight at 65 °C with proteinase K (1 μg/μl). The DNA was extracted with phenol–chloroform and purified with ethanol precipitation. Then, the RNA was removed by RNase A (1 μg/μl), and the DNA was sheared with Covaris M220. The DNA fraction in the size range of 300–500 bp was collected with Agencourt AMPure XP beads (Catalog No. A63881, Beckman Coulter, Brea, CA).

The DNA was end-repaired and ‘A’ tailed with the “NEBNext End Pre” module, and adapters were ligated with the “Adaptor ligation” module in the NEBNext Ultra DNA Library Prep Kit for Illumina (Catalog No. E7370, NEB) according to the manufacturer’s instructions. Subsequently, biotin-mediated pull-down of the ligation products was performed as previously described [6] with minor modification. Then, the DNA suspension was transferred into a PCR tube and PCR amplified with index primers, universal PCR primers, and the NEBNext High Fidelity 2× PCR Master Mix. The PCR reactions were performed following the manufacturer’s instructions of the NEBNext Ultra DNA Library Prep Kit for Illumina (Catalog No. E7370, NEB). The concentrations of the Hi-C libraries were determined using the Qubit dsDNA HS Assay, and the quality was measured by Agilent 2100 DNA 1000 HS Kit. Lastly, the high-quality libraries were sequenced using an Illumina X-ten platform with 150 bp paired-end reads.

### Hi-C data processing

We mapped all Hi-C reads to the mm10 mouse reference genome using Bowtie 2 (v2.2.9) iteratively as described [37]. For each end of the Hi-C reads, we first mapped an outermost length of 30 bp, and if this length of region failed to map uniquely, we included an additional 20 bp in the next round of mapping. This procedure continued until the mapping length reached the full read length of 150 bp. Read pairs with mapping quality (MAPQ) larger than 30 for each end were kept. Then, the reads mapped to the same restriction fragment and the dangling reads having a separating genomic distance shorter than 500 bp were removed. We generated Hi-C contact matrices at 1 Mb, 100 kb, or 40 kb resolutions for each chromosome and normalized using ICE [54]. To test the validity of our data, we calculated the SCC [38] between the biological replicates of the 2D- and 3D-cultured cells, respectively. For comparison, we selected the same number (35 M) of intra-chromosomal reads for each replicate of the 2D- and 3D-cultured cells. The fractions of *trans*-interactions among the valid reads for the 2D and 3D datasets were ∼ 32% and ∼ 43%, respectively, within the range (27%–57%) of several recently published Hi-C datasets [20], [55], [56], [57], [58], [59]. Furthermore, these percentages were highly consistent between individual biological replicates (31%/32% for 2D and 42%/43% for 3D).

### Annotation of the compartments and TADs

We annotated the compartments at a 100 kb resolution as previously described [7]. Specifically, we performed a PCA of the normalized contact matrix for each chromosome, and assigned the signs of the first principal component (PC1) to different types of compartments. To determine the signs of the PC1, we calculated the Pearson correlation coefficient (PCC) between the eigenvectors and the read densities of RNA-seq of the corresponding regions. If the PCC was negative, the eigenvector was multiplied by −1. Positive values of the PC1 defined A-type compartments and negative ones defined B-type.

To reduce the bias introduced by the differences in sequencing depth, we normalized the total contact numbers of each chromosome in the 2D and 3D datasets to the same depth before annotating the domains. After the depth normalization, we annotated the domains using the software Armatus v1.0 [39], [60] with the gamma parameter set to 0.8.

### Calculation of the compartment–compartment and TAD–TAD contact enrichment

For each pair of compartments and TADs, we calculated the average contact frequencies of all pairs of bins with gap bins excluded. We removed the compartment and TAD pairs if the number of gap bin pairs took more than 50% of the total bin pairs within the corresponding compartments or TADs. The average contact frequencies of TAD–TAD or compartment–compartment pairs between 2D- and 3D-cultured cells were then calculated.

### RNA-seq library construction

Total RNA was extracted from 3 million cells using Trizol Reagent, and the quality was assessed using Agilent Bioanalyzer 2100. The RNA-seq libraries were prepared using the KAPA Stranded mRNA-seq Kit (Catalog No. 07962193001, Roche, Basel, Switzerland) following the manufacturer’s instructions. The quality of the libraries was measured by the Qubit fluorometer and Agilent Bioanalyzer 2100. The libraries were then sequenced with the Illumina X-ten platform (2 × 150).

### RNA-seq data analysis and functional annotation

We removed adapters and low-quality reads using cutadapt (v1.8.3) [61] and Trimmomatic (v0.36) [62] with default parameters. The remaining valid paired reads were mapped to the GRCm38 mouse reference genome by HISAT2 (v2.0.5) [63] with options “--rna-strandness RF --no-softclip”. We next assembled and quantified the transcripts using Stringtie (v1.3.4) [64] with the Mus_musculus.GRCm38.93.chr GTF file downloaded from the Ensembl database. The read counts of the detected genes were extracted from the output files of Stringtie through the Python script “prepDE.py” provided online (https://ccb.jhu.edu/software/stringtie/dl/prepDE.py). To evaluate the difference in gene expression between 2D- and 3D-cultured cells, we used the R package “DESeq2” [65] to calculate the fold change of the transcription levels and assigned a statistical significance to each pair of genes. Genes with |log_2_ fold change| > 2 and *P* < 0.05 were identified as differentially expressed genes. The GO terms for the gene functional classification were determined using DAVID (v6.8) (https://david.ncifcrf.gov/gene2gene.jsp).

## Data availability

The Hi-C and RNA-seq datasets in this study have been deposited at the Gene Expression Omnibus (GEO: GSE136307) that are publicly accessible at https://www.ncbi.nlm.nih.gov/geo, and in the Genome Sequence Archive [66] at the National Genomics Data Center, Beijing Institute of Genomics, Chinese Academy of Sciences / China National Center for Bioinformation (GSA: CRA002599) that are publicly accessible at https://ngdc.cncb.ac.cn/gsa.

## CRediT author statement

**Xin Liu:** Investigation, Methodology, Writing - original draft. **Qiu Sun:** Software, Formal analysis, Data curation, Writing - review & editing. **Qi Wang:** Investigation, Methodology, Writing - review & editing. **Chuansheng Hu:** Formal analysis. **Xuecheng Chen:** Investigation. **Hua Li:** Formal analysis. **Daniel M. Czajkowsky:** Conceptualization, Formal analysis, Writing - original draft. **Zhifeng Shao:** Conceptualization, Methodology, Writing - original draft. All authors have read and approved the final manuscript.

## Figures and Tables

**Supplementary Figure S1:**
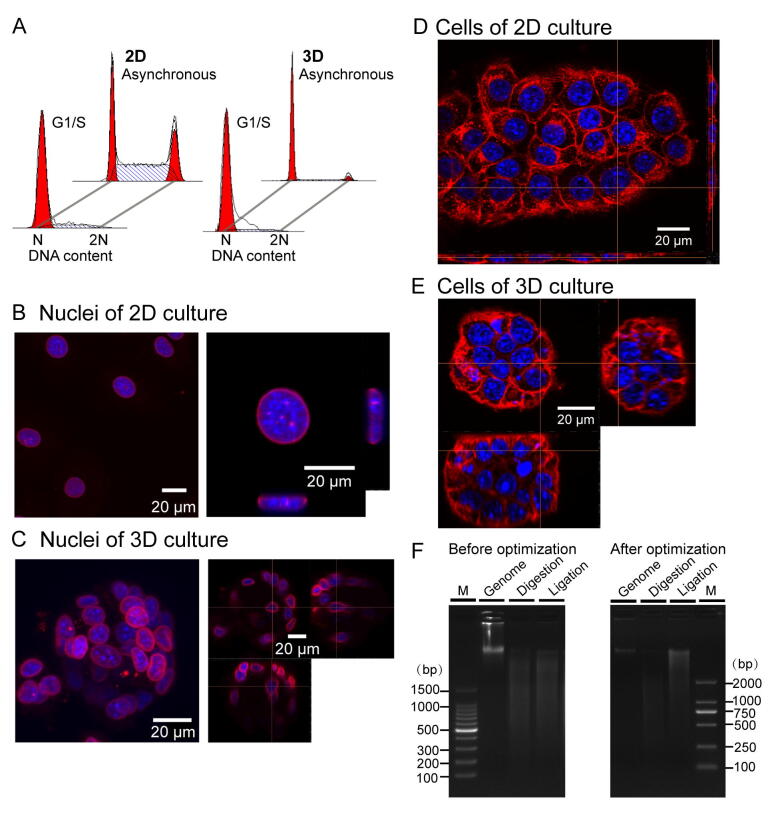
**Characterization of the 2D- and 3D-cultured AML12 cells A.** Flow cytometry of the synchronized 2D- and 3D-cultured cells. **B.** and **C.** Confocal images of the nuclei of 2D-cultured (B) and 3D-cultured (C) cells stained with DAPI (blue) and lamina B (red). **D.** and **E.** Confocal images of 2D-cultured (D) and 3D-cultured (E) cells stained with DAPI (blue) and Wheat Germ Agglutinin (red to label the cell membrane). **F.** Digestion and ligation efficiency before and after optimization of the conditions to culture cells in 3D.

**Supplementary Figure S2:**
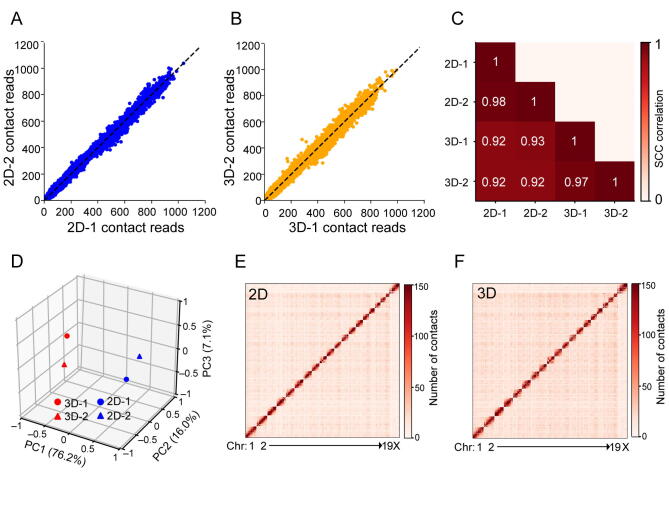
**A compendium of the sequencing data of the in situ Hi-C libraries A.** Correlation between the biological replicates of the 2D-cultured cells (SCC = 0.98). **B.** Correlation between the biological replicates of the 3D-cultured cells (SCC = 0.97). **C.** Heatmap showing the pairwise SCC correlations between all samples of the 2D- and 3D-cultured cells. **D.** PCA of the individual biological replicates of the 2D- and 3D-cultured cells. The percentages along each axis reflect the fraction of the variances. **E.** and **F.** The whole genome chromatin contact maps showing inter-chromosomal contacts of the 2D-cultured (E) and 3D-cultured (F) cells. PCA, principal component analysis.

**Supplementary Figure S3:**
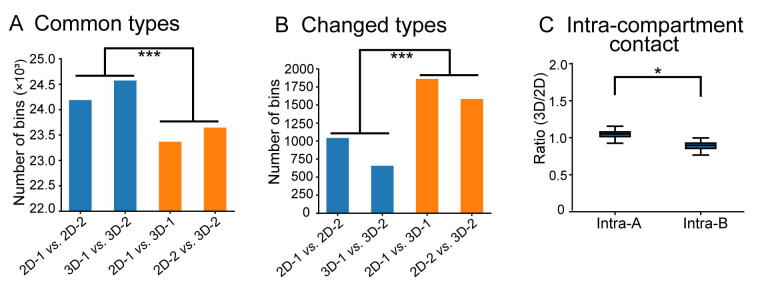
**Significance of compartment-level changes in structure A.** and **B.** Differences in overall compartment size between biological replicates for those compartments that are the same (A) and different (B) type for the 2D- and 3D-cultured cells. ***, P < 0.001, Chi-squared test. **C.** Changes in intra-compartment contacts between 2D- and 3D-cultured cells. ***, *P* < 0.001, Wilcoxon rank sum test.

**Supplementary Figure S4:**
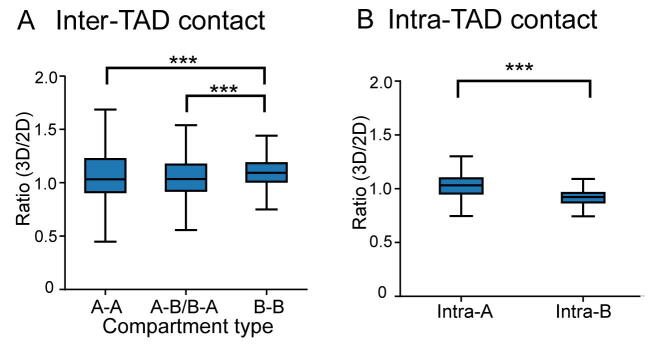
**Significant changes in long-range interactions only for those TADs within B compartments A.** Differences in the longer-range TAD–TAD interactions between 2D- and 3D-cultured cells. ***, *P* < 0.001, Wilcoxon rank sum test. **B.** Differences in the intra-TAD contact frequencies between 2D- and 3D-cultured cells. ***, *P* < 0.001, Wilcoxon rank sum test.

**Supplementary Figure S5:**
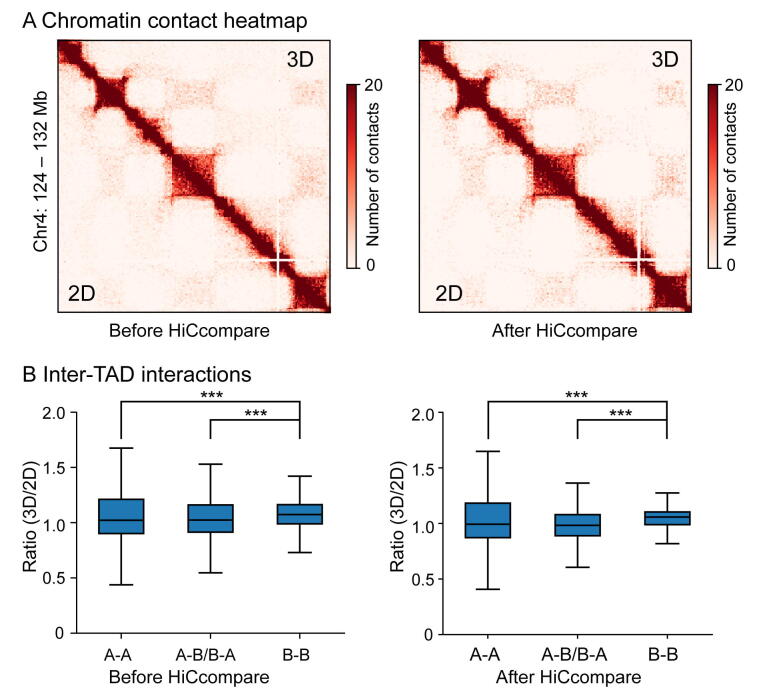
**Examination of potential contributions from condition-specific biases in the 2D/3D data A.** The heatmaps (at a 40 kb resolution) obtained before (left) and after (right) using HiCcompare to normalize the data jointly (2D: SCC = 0.94; 3D: SCC = 0.95). **B.** The significant enrichment of inter-TAD interactions in the B compartments is also similar before (left) and after (right) using HiCcompare.

**Supplementary Figure S6:**
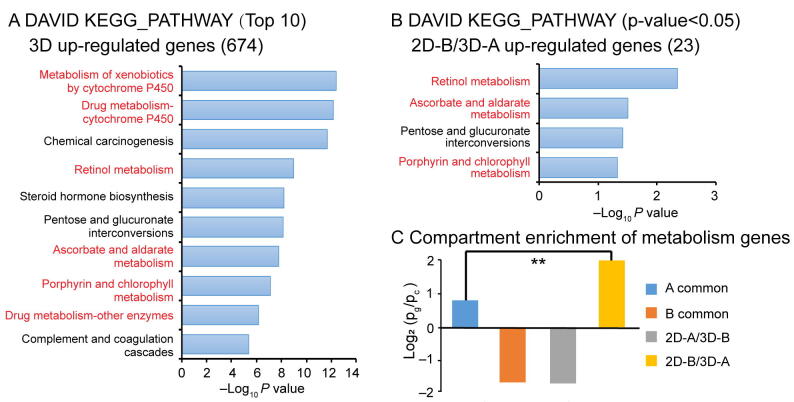
**Gene expression changes between 2D- and 3D-cultured cells A.** Top 10 of the DAVID KEGG_PATHWAYs of the up-regulated genes (*P* < 0.05) in the 3D-cultured cells (DESeq; *P* < 0.05, log2 FC > 2). Colored in red are the metabolic pathways associated with the physiological functions of hepatocytes. **B.** DAVID KEGG_PATHWAYs of the up-regulated genes (DAVID; *P* < 0.05) in the compartments which are B-type in the 2D-cultured cells but A-type in the 3D-cultured cells. **C.** The log2 (pg/pc) of each compartment type, where pg is the ratio of genes associated with “metabolic” functions in each compartment type that are expressed higher in the 3D-cultured cells relative to the total number of “metabolic” genes that are expressed higher in the 3D-cultured cells, and pc is the fraction of each compartment type relative to the total number of compartments. **, *P* < 0.01, Fisher’s exact test.

**Supplementary Figure S7:**
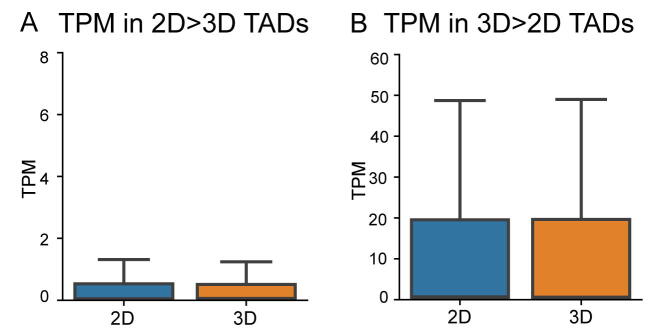
**Relationship between structural changes at the TAD level and expression of the genes contained therein A.** and **B.** Expression level of genes within common TADs where the contact frequency is greater in the 2D-cultured cells than in the 3D-cultured cells (A) or greater in the 3D-cultured cells than in the 2D-cultured cells (B). TPM, transcripts per million.

**Supplementary Figure S8:**
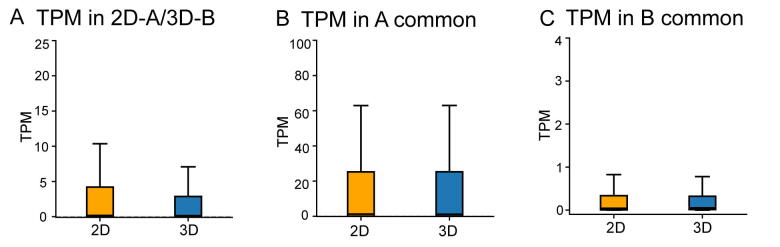
**Absence of any correlation between expression levels and some compartment-level features A.–C.** Expression level of genes within compartments that are A-type in the 2D-cultured cells and B-type in the 3D (A), or A-type in both cells (B), or B-type in both cells (C).

**Supplementary Figure S9:**
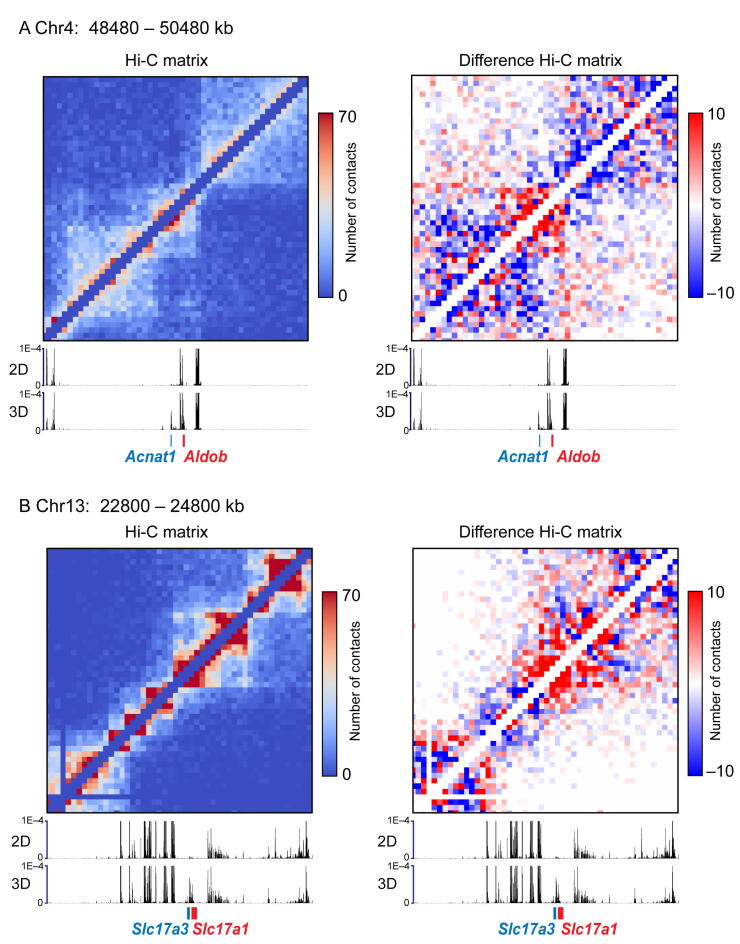
**Examples of genes that are differentially expressed and associated with genomic structure changes** Shown below each Hi-C and difference Hi-C matrix are the RNA-seq reads normalized by the total number of reads. The genes that are differentially expressed are indicated in red and blue.

How the deposited data were processed for this re-analysis (not part of the article)

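TADs of AML12 cells grown in 2D and in 3D were measured by in situ Hi-C in 2 biological replicates per culture, 4 samples in all. The deposited values are of another kind than counts or intensities. They are the start and end positions of TADs in base pairs of mm10, as the authors called them, in 1 list per culture. According to the paper's methods, the authors mapped each read end iteratively to mm10 with Bowtie 2 (version 2.2.9), kept read pairs with a mapping quality above 30 at both ends, and removed pairs within 1 restriction fragment and dangling pairs. They combined the replicates, binned the contacts at 40 kb, normalized the matrices with ICE, set the total contacts of each chromosome to the same depth in both cultures and called domains with Armatus (version 1.0) at a gamma of 0.8. All start and end positions were multiples of 40 kb, no TADs of a list overlapped, and the shortest TAD of each list measured 120 kb. The paper's text does not name a smallest size for a TAD. For borders it refers to overlap within its resolution, which it gives as 40 kb. It does not say which positions counted as borders or how they were paired. The totals of Fig. 3B, read by eye, lie near the numbers of distinct starts and ends, so it is mainly the pairing that is unknown.

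The lists carry no read counts, so the depth behind a TAD is unknown and no interval that needs it was computed. The paper's Table S1 gives 150990265 valid read pairs in 2D and 129355694 in 3D over both replicates. The contact matrices and the RNA-seq data were not analysed here. The copy of Table S2 held here stops at 1997 TADs per culture, and all of these were found in the lists of 4467 and 4355 TADs, so it was used only for this check. The compartments of Table S3 were not used here.

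All values were computed in Python (version 3.11.15) with numpy (2.4.6), pandas (2.3.3) and scipy (1.17.1). Sizes are end minus start. Coordinates are given 1-based, so that a TAD starts 1 base after the border before it. A border is a distinct start or end position, shared when the other list has a border within 40 kb, and a TAD is shared when both its ends lie within 40 kb of both ends of 1 TAD of the other list. A TAD spans several TADs of the other list when its ends lie within 40 kb of the first start and the last end of at least 2 consecutive TADs. Shares carry 95% Wilson binomial intervals. The chance level is the mean, with the 2.5 and 97.5 percentiles, over 1000 rotations of 1 list around the span of each chromosome. Such percentiles describe these 2 lists and do not test the cultures. The measures were tested on simulated lists of 6000 TADs in all with known answers, and 7 of 7 measures returned the known values. The simulated lists left out small TADs and had no unassigned intervals. The test therefore did not cover matching among small TADs or beside unassigned intervals.

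Base composition, repeats, MboI sites and genes were taken from GRCm38, the build that mm10 names, and from GENCODE release M21. The alternatives fixed before the data were examined were the distance allowed between borders (0, 40 or 80 kb), one-to-one matching, other definitions of a border, autosomes only, TADs of at least 200 kb or at most 2000 kb, a median weighted by length, whole chromosome lengths, reciprocal overlap of 80% or 50%, and another random placement. The regions and genes to be named were fixed then as well. They were those of Figure S9, the longest TAD of each list, the TAD of each list that spans the most TADs of the other, and the chromosomes with the highest and lowest share of shared borders and the largest and smallest change in TAD number; any other chromosome was named after its values were seen. A region among these is not reported here.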

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

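The evenness of the interval lengths was noticed in the data, and the hypothesis of unlisted segments was formed then; the separate test of repeats was chosen after the composition of the bins was seen. The paper does not report the stretches that lie between TADs. There were 1569 such unassigned intervals in the 2D list and 1188 in the 3D list, and they drew attention because they are a part of the lists that the paper does not describe and because their number differs more between the cultures than that of the TADs. The number was lower in 3D on 19 of the 20 chromosomes. The number of borders is the number of TADs plus that of unassigned intervals plus 1 per chromosome, so 381 of the 493 borders by which the 2D list exceeded the 3D list came from unassigned intervals and 112 from TADs. Borders without a counterpart lay beside an unassigned interval more often (66.4% in 2D and 67.7% in 3D) than borders did as a whole (52.5% and 43.4%).

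Gaps of the assembly were tested as a technical explanation. Of the 3080 bins of 40 kb that were unassigned in 2D only, 0.682% held unknown bases, which argues against gaps as the cause of the difference. A low yield of contacts, from few MboI sites and many repeats, was tested next. These bins had a mean of 99.2 MboI sites, against 99.9 in bins inside TADs of both lists and a range of 100.1 to 101.7 over random placements of the same bins, so that sites were slightly fewer. Their bases were repeats in 32.6% of cases, below the 33.9% inside TADs of both lists and below the range of 34.3 to 35.9% over random placements, which argues against repeats as the cause of the difference. In bins that both lists leave unassigned, the values went the other way for both measures, with 105.5 sites and 41.0% repeats, and bins unassigned in 3D only had 102.3 sites and 35.8% repeats. GC made up 43.8% of the bins unassigned in 2D only, 42.8% of those unassigned in 3D only and 41.6% inside TADs of both lists, and was not tested. The sites are the same in both cultures, so by themselves they cannot leave a bin unassigned in 1 list only. An effect of few sites that acts only together with another difference between the maps stays open. It cannot be told apart from an effect of the culture. Depth stays open as well. The 3D map rested on 0.722 times the contacts within chromosomes of the 2D map by the paper's Table S1, every library of one culture differs from the other culture in this direction, and no map of equal depth or single replicate was analysed here; the authors did scale the contacts of each chromosome to the same total before calling TADs.

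The lengths of the intervals bear on the calling step. In 2D, 1508 of the 1569 intervals (96.1%) and in 3D, 1129 of the 1188 were an even number of bins long, while 44.0% and 46.3% of the TADs were. No interval measured 1 bin, and 877 and 731 measured 80 kb. A candidate explanation is that the intervals are runs of segments of 80 kb that the caller made and that the lists leave out. Under it, borders of the other culture inside an interval would lie at multiples of 80 kb from its start. Of the 3D borders inside 2D intervals of 160 to 800 kb, 51.7% (47.0 to 56.3%) did, against 39.7% of the positions, and of the 2D borders inside 3D intervals 47.0% (40.3 to 53.9%), against 39.1%. Among borders where 2 TADs meet, however, the shares were 22.2% and 17.9%, below the share of positions. The unassigned intervals of the other list are themselves even in length and its TADs measure 120 kb or more, which pushes the former up and the latter down, so the test leaves the explanation open. If it held, the intervals up to 800 kb would hold 2681 such segments in 2D and 1804 in 3D, and the surplus of small domains in 2D would extend to 80 kb. The culture itself, the biological difference in the design, remains open as well. It was not tested apart from the depth or from the longer hydroxyurea time in 3D.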

How the results depend on the processing

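Of 83 values under the alternatives fixed before the data were examined, 40 were counted as the same, 41 moved and 2 changed direction. A share, mean or median was counted as the same within its 95% interval, a count within 1.5 times, a percent of the span when it moved by less than the cultures differ, and a difference between the cultures when it kept its sign, whatever its size. Unless stated otherwise, the cause was not tested.

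Both values counted as changing direction came with the same alternative. The difference between the cultures in border shares was not among the values counted, and the settings that reversed its order are given below. With TADs of at least 200 kb, there were 2774 TADs in 2D, and 3D exceeded 2D by 230 TADs in place of falling below it. The medians were then 400 kb in 2D and 360 kb in 3D, a difference of -40 kb in place of 40 kb. Both medians had an interval of 360 to 400 kb, so this difference lay within the intervals. The share of 3D borders shared was 80.6% in this setting, below the 82.5% of the 2D borders. Leaving out the smallest TADs removes more of the 2D list, which holds more of them. The change in the number of TADs thus follows from the construction of the alternative. Of the TADs kept, 3D held more between 280 and 600 kb (1272 against 1049 in 2D). Above 600 kb the counts were nearly equal (914 and 900), which lowers the 3D median relative to that of 2D. The shared borders were nearly equal in number (3589 in 2D and 3584 in 3D), so the lower 3D share reflects the larger number of 3D borders. With TADs of at most 2000 kb, the median in 2D was 200 kb and the means were 374 kb in 2D and 390 kb in 3D, so that their difference kept its sign but was 16.5 kb in place of 29.7 kb. Weighted by length, the median was 1120 kb in both cultures and the difference was 0. The difference in the number of TADs kept its sign on the autosomes alone, and so did the difference in medians. The percent of the span inside TADs was higher in 3D with whole chromosome lengths too.

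The share of borders depended on the distance allowed. At the same position, 64.1% of the 2D and 69.8% of the 3D borders were shared, leaving 2172 and 1679 without a counterpart. Within 80 kb, the shares were 89.1% and 93.9%, leaving 661 and 341. One-to-one matching gave 80.5% for the 2D borders. Counting only positions where 2 TADs meet gave 74.8% in 2D and 68.4% in 3D, with 724 and 993 borders not shared, while counting each start and end gave 83.6% and 90.0%. On the autosomes alone, 89.2% of the 3D borders were shared. In 2 of these settings, positions where TADs meet and TADs of at least 200 kb, the share was higher in 2D than in 3D. There the 3D list held more borders, while the number of shared borders was nearly the same from either side. In the other settings the share was higher in 3D.

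The share of TADs with a counterpart was 46.3% in 2D and 47.4% in 3D for identical ends, 74.1% and 76.0% within 80 kb, and 82.9% and 84.7% for a reciprocal overlap of at least 50%. With identical outer ends, 118 TADs of the 3D list and 35 of the 2D list spanned at least 2 TADs of the other. With gene starts counted within 80 kb, 86.7% of the shared 2D borders, 77.2% of the 2D borders not shared and 79.5% of the 3D borders not shared had one nearby.

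A pair of alternatives was chosen after seeing the data. With unassigned intervals of an even number of bins split into segments of 80 kb and counted as TADs, the 2D list held 7148 TADs and the 3D list 6159, a difference of -989 TADs in place of -112. The medians were then 120 kb in 2D and 160 kb in 3D, and 92.0% of the 3D borders were shared, while the share of 2D borders stayed at 81.2%. With the other list moved as a whole by 400 to 1000 kb, which keeps runs of small TADs in their region, the shares expected by chance were 31.6% of the 2D and 34.3% of the 3D borders, above those of the rotations and below the observed shares.

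No paired analysis was possible because the authors combined the replicates of each culture before calling TADs, so that no value belongs to a single replicate. For the same reason, leaving out each replicate in turn was not possible. This, and the unknown depth behind each TAD, limits every comparison of the cultures: neither the difference of 112 TADs nor that of 40 kb in the medians can be set against a difference between replicates.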

Differences from the paper's values

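The number of TAD borders without a counterpart differed from the paper's. In 2D, 1098 borders had no border of the 3D list within 40 kb, against the paper's about 580 in Fig. 3B, read by eye. Of the alternatives set before the data were examined, matching within 80 kb (661 borders), counting only positions where 2 TADs meet (724) and TADs of at least 200 kb (760) came within 1.5 times of the paper's value, and the same position (2172), one-to-one matching (1180), each start and end counted (1467) and autosomes only (1005) did not. Counting only positions where 2 TADs meet and TADs of at least 200 kb also left fewer borders to count, with 2154 and 3589 of the 2D borders shared against the paper's about 5500 in Fig. 3B, read by eye, so neither came near both of the paper's values. Within 80 kb, 5395 of the 2D borders were shared. In 3D, 660 borders had no border of the 2D list within 40 kb, against the paper's about 86 in Fig. 3B, read by eye. None of the alternatives set before the data were examined closed this gap. The closest was matching within 80 kb, with 341 borders, and the others gave 562 (autosomes only), 687 (one-to-one matching), 865 (TADs of at least 200 kb), 873 (each start and end), 993 (positions where 2 TADs meet) and 1679 (same position). With unassigned intervals split into segments of 80 kb, an alternative chosen after seeing the values, 1359 borders of the 2D list and 503 of the 3D list had no counterpart.

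The paper states a higher share of overlapping borders within its resolution than was found here, where 81.9% of the 2D borders and 88.1% of the 3D borders were shared within 40 kb. The 3D share exceeded the paper's bound within 80 kb, at 93.9%, and, in the alternative chosen after seeing the values, at 92.0%; the 2D share reached at most 89.1%, within 80 kb.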

Other observations

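The test that compares the fate of small TADs between the cultures, the matching of windows to chromosome X one by one and the resampling of windows were chosen after the patterns were seen; the other tests named here were set before their values were known.

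The 3D list had 243 fewer TADs of 120 kb than the 2D list. Of the 513 TADs of 120 kb in 2D that had no counterpart in 3D, 307 (59.8%) lay inside 1 larger 3D TAD. Random rotations gave a higher share, 75.1% (71.3 to 78.6%), and so did moving the 3D list by 400 to 1000 kb, 67.1% on average over 32 shifts (61.4 to 71.5%). Both random placements break the alignment of the lists, whose borders coincide far more than by chance, so a value below them neither shows nor excludes that small TADs merged in 3D. In the reverse direction, 59 of the 282 unmatched 3D TADs of 120 kb (20.9%) lay inside 1 larger 2D TAD, against 62.0% (56.7 to 68.1%) when the 2D list was moved. Part of this low share comes from sequence that the 2D list leaves unassigned, since 109 of the 282 (38.7%) lay wholly in it, against 65 of the 513 (12.7%) in the other direction. With these left out, 34.1% of the remaining 173 TADs of the 3D list lay inside 1 larger TAD of the other culture, and 68.5% of the remaining 448 TADs of the 2D list. The lower share in 3D would arise if small domains were joined in the 3D list more often than in the 2D list, but it does not show this. TADs lying partly in unassigned sequence were kept, and the 2D list leaves more sequence unassigned (275 Mb against 202 Mb), which lowers the share in 3D. The number of TADs that span several TADs of the other list goes the same way, 189 in 3D against 64 in 2D. Rotated lists gave 99.4 (81 to 119) and 81.2 (64 to 99), so the chance levels were unequal too. Whether the culture or the lower number of contacts within chromosomes in 3D (0.722 times that of 2D) lies behind this was not separated, so both may contribute. The authors scaled the contacts of each chromosome to the same total before calling TADs. The hydroxyurea time (24 h in 2D and 36 h in 3D) and the contacts between chromosomes (1.15 times as many in 3D) differed with the culture as well.

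Chromosome X differed from the autosomes in the number of TADs. It gained 15 TADs in 3D while the autosomes together changed by -3.01%, and its borders were shared least. Base composition was tested as an explanation. In 283 autosomal windows of 2 Mb whose GC and repeat content lay between the 10 and 90 percentiles of the windows of X (37.1 to 41.2% GC and 35.2 to 60.7% repeats), the number of TADs changed by -3.45% from 2D to 3D (-7.74 to 0.938% when windows were resampled). These windows averaged 41.4% repeats against 47.0% on X. In 84 autosomal windows matched to those of X one by one, which averaged 44.7% repeats, the change was -2.79% (-8.99 to 3.53%). The sign was that of the autosomes in both sets, but the resampled ranges include 0, as does that of X itself, so the test leaves base composition open, and the gain on X is not distinguished from variation between windows. In the 283 windows, 80.1% of the 2D and 85.1% of the 3D borders were shared. The number of copies of X in these cells was not analysed here, and fewer contacts on X stay open as an explanation. No biological explanation was tested.

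The loss of TADs in 3D was larger where genes are few. In windows of 2 Mb ordered by the number of protein-coding gene starts, the 324 windows with the fewest (median 2 starts) changed by -8.46%, and the next 3 groups of 323 windows by -5.75%, -1.20% and -0.229%. The test asked whether gene-poor and gene-rich windows change in opposite directions, and they did not, as all 4 groups of windows lost TADs. In the windows with the fewest gene starts, 72.5% of the 2D borders were shared, against 81.0%, 83.8% and 82.6% in the others. For the 3D borders the contrast was smaller, with 84.7% against 88.0%, 88.3% and 88.6%. The gradient follows gene density without a change of sign, so gene density stays open as an explanation, and no replicate list shows how much of the gradient arises between maps of one culture.

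The 77 genes that the paper's Table S4 lists as metabolic and up-regulated in 3D were all found in the annotation. The hypothesis was that TAD borders change around them. Genes within 200 kb of each other were counted as 1 locus, which left 58 loci, and the start of the first gene of 32 of them (55.2%) lay in a TAD shared by both cultures. Among 10000 random lists of protein-coding genes with matched local gene density, this number stood at the 75.1 percentile, and the middle 95% of the lists lay between 37.9 and 63.8%. The number of loci in shared TADs was thus within the range of random lists, and with 58 loci the test neither supports nor excludes a change of borders around these genes.

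Shared borders lay near gene starts more often than borders of 1 culture only. A protein-coding gene start lay within 40 kb of 73.2% (72.0 to 74.4%) of the shared 2D borders, 61.7% (58.8 to 64.6%) of the 2D borders not shared and 64.2% (60.5 to 67.8%) of the 3D borders not shared. Rotated borders gave 37.5% (35.8 to 39.3%) for the 2D list and 37.4% (35.8 to 39.4%) for the 3D list. Rotation does not keep borders in regions of their own gene density. The windows with the most gene starts held 1747 TADs in 2D, those with the fewest 461, so the rotated shares may understate chance. Borders of 2D were also shared least in the windows with the fewest gene starts (72.5%). Gene density may thus account for part of the contrast between shared and unshared borders, and was not held fixed. Of the 2D borders not shared, 929 of 1098 (84.6%, interval 82.4 to 86.6%) lay inside a TAD of the 3D list, while 322 of the 660 3D borders not shared (48.8%, interval 45.0 to 52.6%) lay inside a TAD of the 2D list.

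In the region of chromosome 13 that the paper shows in Figure S9, the TADs differed between the lists. Slc17a3 (chromosome 13, 23839434 to 23860716) and Slc17a1 (23867750 to 23895730) shared a TAD of 240 kb in 2D, from 23760001 to 24000000, and a TAD of 560 kb in 3D, from 23760001 to 24320000.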
